A study of Homo sapiens with 2 samples. Its data were reported in "MicroRNA-21-3p, a Berberine-Induced miRNA, Directly Down-Regulates Human Methionine Adenosyltransferases 2A and 2B and Inhibits Hepatoma Cell Growth" (2013).

How the data were processed

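Total RNA from HepG2, a human hepatoma cell line, was measured on Illumina HumanHT-12 v4 BeadChips after 4 h in 40 µM berberine chloride or in 0.08% DMSO as the vehicle control, with 1 array per group. Per the labels, RNA was isolated with a Roche column kit and biotinylated cRNA was prepared with an Ambion MessageAmp kit, while the methods of the study name TRIZOL for RNA isolation. The submitters' processing notes name GenomeStudio, with the version not given in the sources used here.

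The authors deposited a table of probe intensity that was neither background-subtracted nor normalized between arrays, with a detection p-value per probe and array that GenomeStudio derives from 770 negative-control values. The authors also deposited a table of normalized intensity on the linear scale. Its ranks within each array equalled those of the first table (rank correlation 1), and the sorted values of its columns differed by at most 0.103%, which is what quantile normalization without background subtraction gives. The method itself is not named in the sources used here. Both columns of that table had a median intensity of 128.0.

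The main values were computed from the non-normalized intensity with neqc of limma 3.58.1 in R 4.3.3. This step estimates the background from the detection p-values, corrects it with the normexp model, adds an offset of 16, applies quantile normalization and takes log2. The offset and the background make folds of dim probes uncertain, and folds on this scale are larger for dim probes than in the deposited normalized intensity. A difference is log2 of berberine minus log2 of control. Further steps were run in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

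Of 47231 probes, 30113 had 1 gene symbol in the platform annotation, 8 had several and 17110 had none. Symbols were updated through the Entrez identifier for 30074 probes and through the transcript accession for 18 with the RefSeq gene table of GRCh38.p14, and 21 kept the name of the annotation. Probes with several symbols or none were left out of all gene counts. A probe counted as detected with a detection p under 0.01, and a gene was measured when a probe was detected on both arrays, which held for 9128 genes. The value of a gene was that of its brightest detected probe by the mean of both arrays. For a gene detected on 1 array only, the fold is a lower bound, taken against the higher of the dim probe's own value and the lowest value among detected probes on that array.

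With 1 array per group there was no spread between replicates, so no test between the groups, p-value or standard error was computed. Genes over 1.5-fold higher or lower, the fold threshold of the study, were counted. The number of arrays limits the precision. As a partial measure of error, the differences of the 2 brightest detected probes of the same gene were compared over 2193 genes. The SD of a single probe from such pairs was 0.25 on the log2 scale over all pairs. It covers probe error and differences between transcript forms, and it does not cover the spread between cultures.

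The rule for genes named in the text was set before the data were examined. It takes the genes the study followed and VMP1, which hosts MIR21, the 12 largest increases and 12 largest decreases, up to 5 genes per direction detected on 1 array only, and up to 4 members of a gene list with the largest absolute difference. The largest increases and decreases are limited to genes for which every detected probe moved the same way and the deposited normalized intensity differed by over 1.5-fold in the same direction. Of the genes so named, CCN2 alone had 2 detected probes. The others had 1 each, so they met the condition on probes by construction and their folds rest on a single probe. A set of 36 gene lists was also fixed before the data were examined. The median difference of each list with at least 3 measured members was placed among 10000 random lists of the same size matched on mean intensity in 20 bins, and a list stood apart below the 2.5 or above the 97.5 percentile. This describes the 2 arrays and is not a test of the treatment.

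The steps were tested on simulated data in which 200 genes were changed by known folds, with probe error added to the measured intensities of the control array. Of genes simulated 2-fold higher and measured on both arrays, 50 of 50 passed the 1.5-fold threshold, and of those simulated 2-fold lower 43 of 47 did. The numbers were 50 of 50 at 4-fold higher and 39 of 40 at 4-fold lower. Among 10167 genes simulated without a change, 1.89% passed. Apart from simulated background, the added probe error was smaller than the SD of 0.25 measured from probe pairs. No spread between cultures was added, and the simulation gave 10354 measured genes, against 9128 in the data. The 1.89% is therefore not a rate of false calls in the data, and the recovery may be too high.

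Alternatives covered the background correction, the normalization between arrays, the deposited normalized intensity, the filter on dim probes, the probe taken per gene, the fold threshold and the unit counted. Bead-level errors and 3' UTR sequences were not used here, so neither intervals within an array nor matches to the miR-21-3p seed were analysed here. The microRNA arrays of the study were not analysed here.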

Results

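To examine which transcripts differ after short exposure to berberine, a plant alkaloid, HepG2 cells were treated for 4 h with 40 µM berberine chloride or with 0.08% DMSO. Total RNA of each culture was hybridized to 1 BeadChip of 47231 probes. The median probe intensity was 120.6 on the control array and 130.1 on the berberine array, against an estimated background of 112.6 and 121.5. At a detection p under 0.01, 15341 probes (32.5%) were detected on the control array and 15415 (32.6%) on the berberine array. There were no replicates, so each difference below compares these 2 arrays and has no replicate check.

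The largest increases after berberine treatment included 5 members of the immediate early list, CCN1, CCN2, EGR1, JUNB and DUSP5, and 2 of the ATF4 list, GDF15 and PPP1R15A. CCN1, a secreted matrix-associated protein, was 23.4-fold higher, with an intensity of 277 in control and 4570 in berberine-treated cells. CCN2, a relative of CCN1, was 5.85-fold higher, and its second probe was also higher. GDF15, a cytokine released by stressed cells, was 7.29-fold higher, and PPP1R15A, which directs the dephosphorylation of the translation factor eIF2α, was 7.39-fold higher. EGR1 and JUNB, which encode transcription factors, were 5.96-fold and 5.43-fold higher. DUSP5, a phosphatase of ERK kinases, was 4.60-fold higher, and PIM1, a serine/threonine kinase, was 5.76-fold higher. The other large increases were TCIM (8.88-fold), RASD1 (7.47-fold), ANKRD1 (6.41-fold) and ACTA1, the skeletal muscle actin (4.43-fold). In the deposited normalized intensity, which keeps the background, 6 of these 12 folds were over 1.5 times smaller. They were CCN1 (15.5-fold), TCIM (5.45-fold), ANKRD1 (4.21-fold), PIM1 (3.73-fold), JUNB (2.73-fold) and DUSP5 (2.18-fold).

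Decreases were smaller. TXNIP, an inhibitor of thioredoxin and of glucose uptake, was 4.42-fold lower, with an intensity of 799 in control and 274 in berberine-treated cells. PCF11, a factor of mRNA 3′ end formation, was 3.10-fold lower, and TRIM25, a ubiquitin ligase, was 3.01-fold lower. PPP1R3C, which targets protein phosphatase 1 to glycogen, was 2.88-fold lower, and CITED2, a transcriptional coregulator, was 2.72-fold lower. ZNRF3, a ubiquitin ligase that removes Wnt receptors, was 2.65-fold lower, and the translation initiation factor EIF5 was 2.37-fold lower. The others were UNC119B (2.80-fold), SYNM (2.71-fold), FAM217B (2.48-fold), SOBP (2.39-fold) and FBXL18 (2.35-fold). The deposited values gave folds over 1.5 times smaller for 6 of these 12 genes, PCF11 (1.75-fold), TRIM25 (2.00-fold), PPP1R3C (1.84-fold), UNC119B (1.59-fold), CITED2 (1.73-fold) and SYNM (1.65-fold). ZC3HAV1, chosen after its values were seen, differed more at its brighter probe, with a log2 difference of -2.26, but its second probe gave 0.15.

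**Figure D1:**
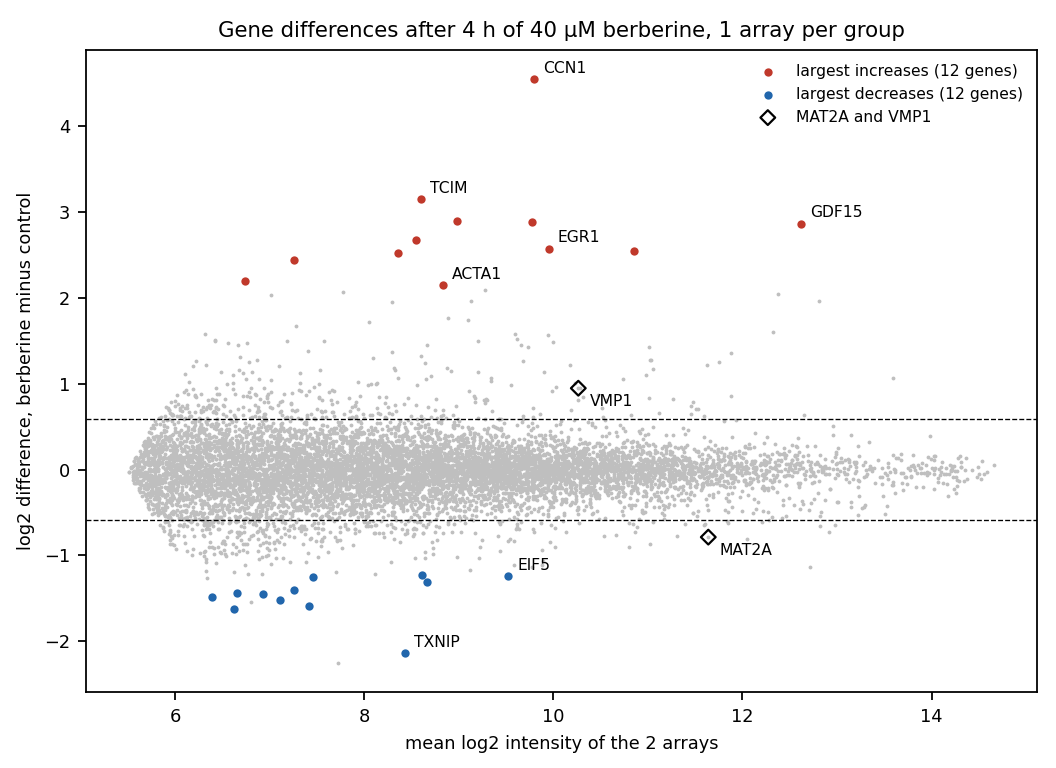
Log2 difference between the berberine and the control array (vertical axis) against the mean log2 intensity of both arrays (horizontal axis) for the 9128 genes measured on both arrays, each grey point being 1 gene and the dashed lines a 1.5-fold difference. Red and blue points are the 12 largest increases and 12 largest decreases that met the rule for named genes, and CCN1 lies at 4.55 while TXNIP lies at -2.14.

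Among the 9128 measured genes, 353 were over 1.5-fold higher and 373 over 1.5-fold lower in berberine-treated cells. Over 2-fold, 94 genes were higher and 47 lower, and over 4-fold, 16 were higher and 2 lower. The deposited normalized intensity gave 46 and 8 over 2-fold, and 9 and 0 over 4-fold. The deposited normalized intensity of the same probes gave 131 genes over 1.5-fold higher and 92 lower, of which 130 and 92 were among those above. The share of higher genes among these calls was 58.7% with the deposited values and 48.6% with the main values. Of the 84 higher genes with a second detected probe, 74 had a second probe in the same direction and 42 a second probe over 1.5-fold higher. Of the 73 lower genes with a second detected probe, these numbers were 56 and 18.

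Several genes were detected on 1 array only. THBS1, a secreted adhesive glycoprotein, was detected only after berberine treatment, at least 7.87-fold higher than in control on the background-corrected scale, which holds for all bounds here unless the deposited values are named. NUAK2, a kinase related to AMPK, was at least 4.23-fold higher, and FOSB and FOS, members of the AP-1 transcription factor family, were at least 3.16-fold and 3.05-fold higher. C10orf12 was at least 2.95-fold higher. In the other direction, P2RY11, a purinergic receptor, was at least 3.07-fold lower after treatment, FAM200C at least 2.32-fold, ZNF84 at least 2.08-fold, TRIM65 at least 2.06-fold and HDAC4, a histone deacetylase, at least 2.03-fold lower. In the deposited values, which keep the background, the same bounds were smaller, at 3.12-fold for THBS1, 2.00-fold for NUAK2, 1.67-fold for FOSB, 1.63-fold for FOS and 1.60-fold for C10orf12. They were 1.63-fold for P2RY11, 1.40-fold for FAM200C, 1.33-fold for ZNF84, 1.32-fold for TRIM65 and 1.31-fold for HDAC4. In all, 380 genes were detected on the berberine array only and 358 on the control array only.

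The study followed methionine adenosyltransferase genes, whose enzymes make S-adenosylmethionine, as candidate targets of miR-21-3p. MAT2A was 1.73-fold lower after berberine treatment, with a log2 difference of -0.79 and an intensity of 4118 in control and 2615 in treated cells. It has 1 probe on the array, and 136 of the 9128 genes had a lower difference. MAT1A did not differ by over 1.5-fold, with a log2 difference of 0.01. The brightest MAT2B probe gave -0.02, and its other detected probes gave 0.56 and -0.08. Of the remaining genes the study predicted as targets, EEF2K, the kinase of elongation factor 2, was 1.76-fold lower. DIDO1 was 2.92-fold lower at its brightest probe but 1.56-fold higher at a second probe annotated to another transcript, and its remaining probe was not detected on both arrays. In the deposited values these DIDO1 probes were 1.76-fold lower and 1.25-fold higher. RBM14, whose RefSeq entry lists TMEM137 as an older name, was 1.48-fold lower, and 1.43-fold lower in the deposited values. Both are under the study's threshold of 1.5-fold, and whether the RBM14 probe is the one the study used is not known here. Because the study picked its predicted targets from genes lower on these arrays, their direction here is not independent evidence. The study also followed these targets by quantitative RT-PCR, and MAT2A with reporters of its 3′ UTR, in experiments not analysed here.

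VMP1, the gene that hosts MIR21, was 1.93-fold higher. The probe for MIR21 itself was not detected on either array, with detection p-values of 0.288 and 0.0584. NBPF8 was not analysed here. Among probes of other NBPF genes, chosen after their values were seen, 5 were detected on both arrays. Of these, NBPF9 was 2.20-fold lower, NBPF10 1.91-fold lower and NBPF11 1.53-fold lower (1.39-fold in the deposited values), and none was over 1.5-fold higher. These genes are near-identical copies, so the transcripts behind each probe are uncertain.

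**Figure D2:**
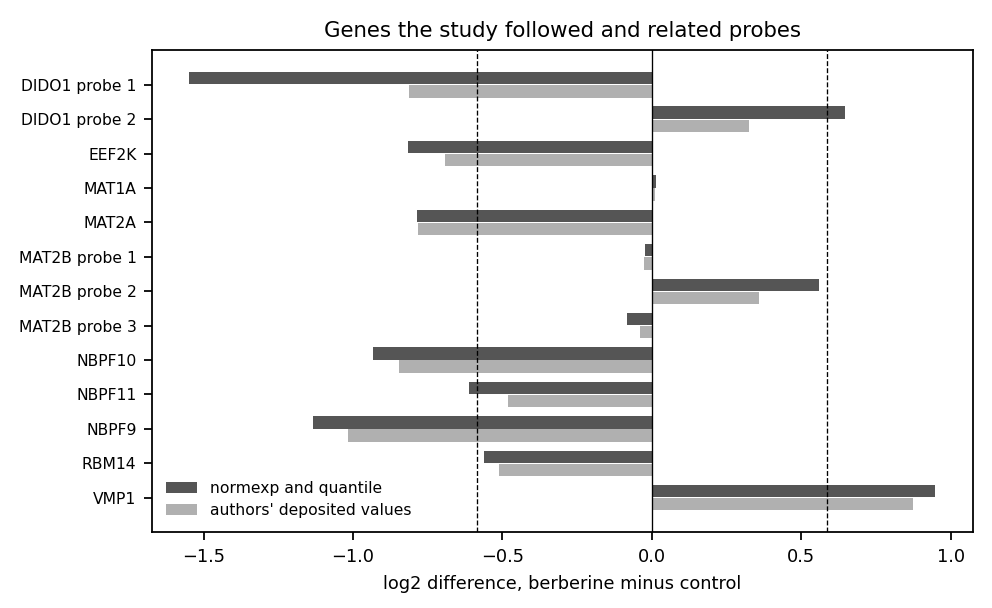
Log2 difference between the berberine and the control array (horizontal axis), with 1 array per group and dashed lines at a 1.5-fold difference. Bars show each probe detected on both arrays of the genes the study followed, of NBPF9, NBPF10, NBPF11 and VMP1. The detected probes of NBPF1 and NBPF3, at -0.37 and -0.28, are not drawn. Dark bars are the main values and light bars the deposited normalized intensity; MAT2A lies at -0.79 and -0.78, while the 2 DIDO1 probes lie at -1.55 and 0.64 in the main values.

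Of the 36 gene lists, 34 had at least 3 measured members. The median of 6 lay above and of 5 below the middle 95% of matched random lists. By chance 1.7 in all would be expected if members of a list varied like randomly drawn genes. Genes that vary together between cultures would place more lists apart. The study's own genes are 1 of the 5 low lists. Of these genes, MAT2A, DIDO1 and EEF2K were chosen for a decrease on these arrays, so the place of the list is not independent evidence. MAT1A and MAT2B were not chosen for a decrease. Without this list, 6 and 4 of 33 lists lay outside, against 1.65 expected. The immediate early genes, which respond to growth factors and stress within minutes to hours, had the highest median, with a log2 difference of 1.02 over 26 measured members (percentile 100). Of these, 19 were over 1.5-fold higher and none lower, while random lists held a mean of 0.93 higher. The deposited values gave 18 higher. CCN1, EGR1, CCN2 and JUNB had the largest differences. Among 8 measured NF-kB targets, genes of the inflammatory response, the median was 0.60 (percentile 100) and 4 were over 1.5-fold higher. The chemokines CCL20 and CXCL8 had log2 differences of 2.04 and 1.67 (CXCL8 1.01 in the deposited values), and the feedback inhibitor TNFAIP3 had 1.30, followed by ICAM1 with 0.64, and 3 of the 4 passed in the deposited values. With no filter on dim probes the median of the NF-kB list was 0.10 (percentile 90.8).

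Genes of the ATF4 amino acid response, which is induced when amino acids run short or eIF2α is phosphorylated, had a median of 0.14 over 26 measured members (percentile 99.94). Of these, 6 were over 1.5-fold higher and 1 was lower, against 4 and 1 in the deposited values. PPP1R15A, GDF15, DDIT3 and ATF3, which encode stress factors rather than enzymes of amino acid supply, had log2 differences of 2.89, 2.87, 1.72 and 1.14, with ATF3 at 0.53 in the deposited values. STC2, a secreted glycoprotein named after its value was seen, had -1.01. The autophagy list had a median of 0.21 over 13 measured members (percentile 99.51), and 2 were over 1.5-fold higher, GABARAPL1 at 0.69 and UVRAG at 0.61. Members went both ways, with 8 of 13 above 0 and ATG5 at -0.46. In the deposited values these were 0.36 and 0.38, and 0 members passed 1.5-fold. Textbook targets of miR-21-5p, the other arm of the precursor, had a median of 0.19 over 8 measured members (percentile 98.26), with members in both directions. SMAD7 and SPRY2 had 1.02 and 0.78, and PDCD4 and CDC25A both had -0.83. Over 1.5-fold, 2 members were higher and 2 lower, against 1 and 2 in the deposited values. That list stood apart under 6 of 9 alternatives.

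Apart from the study's own genes, lists below most random lists had small medians. The study's own genes had a median of -0.67 over 6 members, among them MAT2A, DIDO1 and EEF2K, which were chosen for a decrease on these arrays. Cholesterol synthesis and uptake had a median of -0.17 over 19 members (percentile 0.73), with MVK at -0.53 and MVD at -0.52. Heat shock proteins had -0.17 over 14 members (percentile 0.38), with HSPA1A at -0.51, HSPA1B at -0.48 and HSPA4L at 0.56. In both of these lists no member passed 1.5-fold in either direction. Genes of G2 and mitosis had a median of -0.13 over 33 members (percentile 0.57), and 3 were over 1.5-fold lower, CCNF at -1.06, ASPM at -0.62 and CENPA at -0.60. In the deposited values ASPM and CENPA were at -0.54 and -0.52, and 1 of the 3 passed. Zinc finger genes of the ZNF series had -0.08 over 210 members (percentile 0.54), with 18 over 1.5-fold lower and 8 higher, against 4 and 0 in the deposited values.

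Other lists lay within the middle range of random lists. Regulators of MAT2A had a median of -0.17 over 8 members (percentile 8.86), with E2F1 at -0.60, ELAVL1 at -0.58, E2F2 at -0.57 and SP3 at 0.57. With detection p under 0.05 on both arrays that list had -0.28 (percentile 1.36), and with no filter on dim probes its percentile was 1.86. Oxidative phosphorylation subunits had a median of 0.00 over 66 members and ribosomal proteins -0.01 over 60. Endoplasmic reticulum stress genes had -0.07 over 15 members, with none over 1.5-fold in either direction. The p53 targets had a median of -0.05 over 15 members, but 3 were over 1.5-fold higher, where random lists held a mean of 0.55 (percentile 99.03 for the count), and 1 was lower. GADD45A and CDKN1A, which slow the cell cycle, had log2 differences of 1.25 and 1.22, TP53INP1 had 0.63 and PHLDA3 had -0.81. In the deposited values 2 were higher and 0 lower. These counts leave out MDM2 and RRM2B, list members named after their values were seen, which were detected on the berberine array only. They were at least 2.40-fold and 2.13-fold higher, and at least 1.43-fold and 1.35-fold in the deposited values. Genes of the methionine cycle had -0.03 over 21 members, and MAT2A at -0.79 and CTH at 0.70 were those over 1.5-fold, with CTH at 0.30 in the deposited values. Among fatty acid synthesis genes, with a median of -0.07 over 13 members, ACACB and GPAM had -1.26 and -1.12, and -0.55 and -1.01 in the deposited values. Of the 10 measured acute phase genes, HAMP, which encodes the iron hormone hepcidin, had 1.57 and the others were within 1.5-fold.

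Markers of the line and of other cell types were read from the same arrays. None of 21 hepatocyte genes differed by over 1.5-fold, and their median was 0.03. Of 10 fibroblast markers, 0 were detected on either array. The endothelial list had 1 detected gene of 8, ESAM, with a log2 difference of 0.87 and 0.34 in the deposited values. The immune cell list had 4 of 10 genes, AIF1, CD68, LYZ and FCGR3A, at 0.45, 0.30, 0.29 and 0.06, and its median of 0.29 lay at percentile 98.73. Its other genes, PTPRC among them, were not detected on either array. AIF1 and FCGR3A had control intensities of 147 and 164, near the lowest detected value of 142. The immune cell list stood apart under 5 of 9 alternatives.

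**Figure D3:**
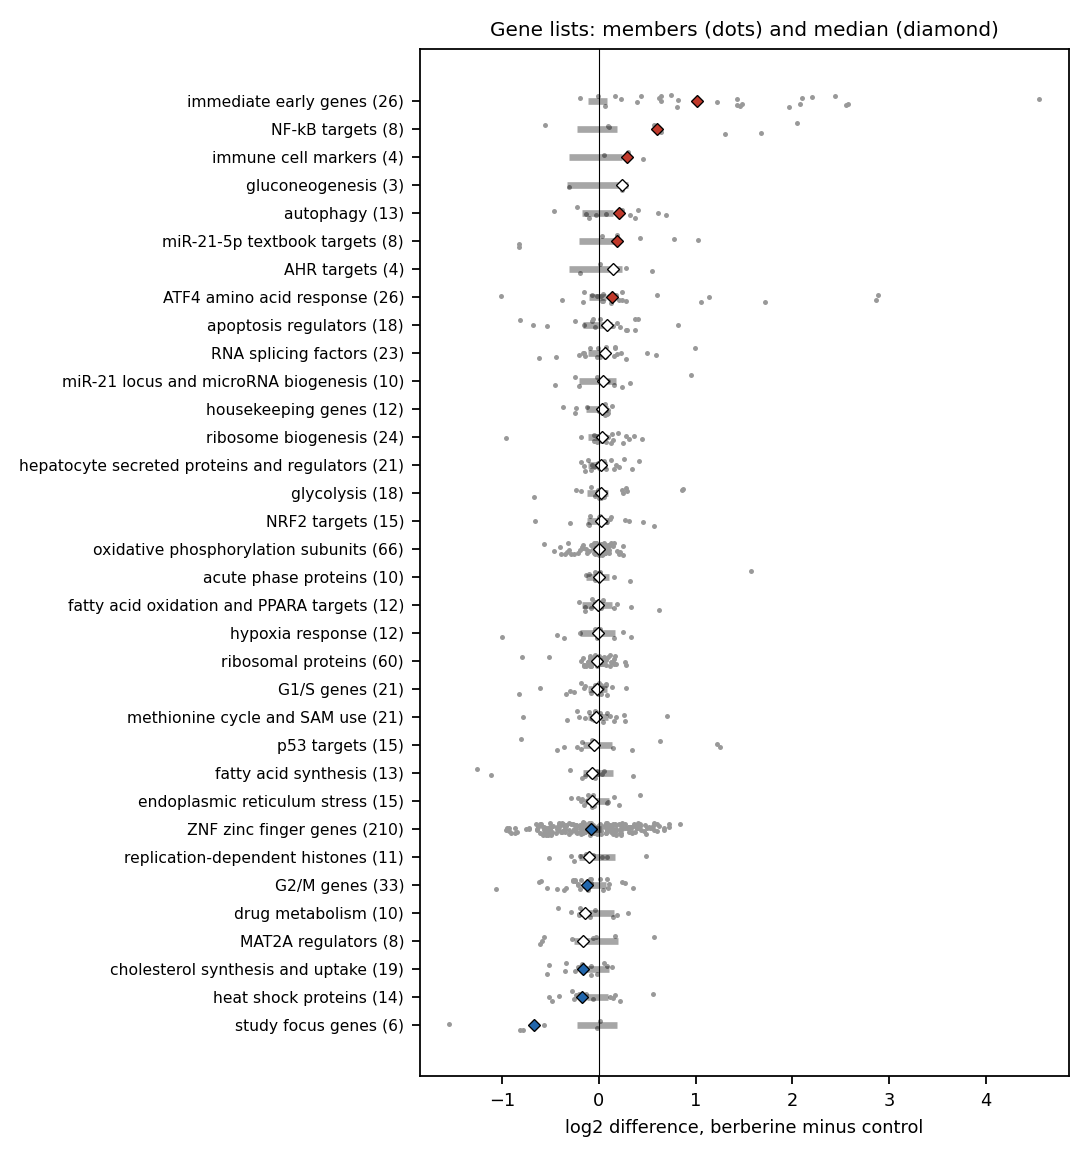
Log2 difference between the berberine and the control array (horizontal axis) of the members of 34 gene lists, with the number of measured members in parentheses, 1 grey dot per gene and a diamond at the median. Grey bars span the middle 95% of medians of matched random lists, and red and blue diamonds mark lists above and below it, with the immediate early genes at 1.02.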

Values the study reported

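By quantitative RT-PCR in HepG2 cells treated with 40 µM berberine, the study reported MAT2A mRNA as 1.8-fold lower at 2 h and 3.8-fold lower at 4 h. For miR-21-3p it gave increases of 2.1-fold at 1 h, 3.5-fold at 2 h and 2.8-fold at 8 h by the same method, and a 4-fold increase on its microRNA array. It selected genes with a decrease of more than 1.5-fold and a P under 0.05 on the gene expression array.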

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

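Probes with no gene name, or with several, in the annotation used here are in the report's counts of probes but in none of its counts of genes, and some of them carried a signal above control. Of 2705 such probes detected on both arrays, 104 were over 1.5-fold higher and 138 over 1.5-fold lower in berberine-treated cells. The probe ILMN_3308961 had a log2 difference of 5.43, the largest increase among all probes detected on both arrays, with an intensity of 586 in control and 22561 in treated cells. The deposited normalized intensity gave 5.19 for it. The transcript behind this probe was not analysed here.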

How the results depend on the processing

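The restriction to the brighter genes was chosen after seeing the data; the other alternatives were planned. The log2 difference of MAT2A moved by less than the SD of a single probe under all alternatives run. The number of gene lists that stood apart was 11, and 9 with genes detected on at least 1 array, with no filter on dim probes or with the mean of detected probes. Immune cell markers and miR-21-5p targets were lost under all 3 of these, and NF-kB targets with no filter. MAT2A regulators stood apart with no filter and with detection p under 0.05, where immune cell markers were lost. No list that stood apart turned its sign. A further 67 genes over 1.5-fold were recomputed, which include those over 1.5-fold among the 4 largest differences of each list fixed in advance. Of these 67, CCDC93 alone turned its sign, with 0.181 as the mean of its probes, which go opposite ways. Genes detected on 1 array only were not included. All 216 values of the 24 largest increases and decreases had the same sign as in the main values, and 162 of them moved by less than the SD of a single probe. The rule for these genes required the same direction in the deposited values, so the sign there was set in advance. All but CCN2 had 1 detected probe, so the mean of detected probes could not change their sign. Immediate early genes, the ATF4 list, autophagy, cholesterol synthesis, G2 and mitosis, heat shock and ZNF lists stood apart under 9 of 9 alternatives, and NF-kB targets under 8. All alternatives reuse the same 2 arrays, and the deposited values gave the same gene counts as no background correction, so these are not 9 separate checks. The counts of genes depended on the processing, and the cause was not tested beyond what each alternative changes by construction. Genes over 1.5-fold higher and lower numbered 131 and 92 without background correction, 131 and 92 with the deposited values, and 213 and 218 with an offset of 50. With no filter on dim probes they numbered 671 and 671, and with genes detected on at least 1 array 533 were higher. A 2-fold threshold gave 94 and 47, probes counted in place of genes gave 593 and 595, and the brighter genes alone gave 114 and 104. The median signal was only slightly above background on both arrays, which limits folds of dim genes most. The SD of a single probe was 0.32 where the dimmer probe of a pair lay between 6 and 7 on the log2 scale, and 0.14 above 10. Intervals from bead-level errors were not run. No paired analysis was possible because each group had 1 array, which leaves a single pair.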

Other observations

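The gene lists in the next 2 paragraphs and all tests below except that of the room to fall were chosen after the values were seen. Genes of the actin cytoskeleton controlled by serum response factor (SRF), a transcription factor for actin and immediate early genes, had a median log2 difference of 0.50 over 17 measured members (percentile 100 of matched random lists). Of these, 8 were over 1.5-fold higher and 0 lower, against 5 and 0 in the deposited values, and 3 members were below 0. TAGLN had 1.17, FHL2 had 0.92, ZYX had 0.72, and SRF itself had 0.64. ACTG1 had 0.39, while ACTA2 had -0.06 and ACTB, whose signal of 18863 in control was near the top of the range, had 0.09.

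Feedback genes of MAPK signalling had a median of 0.79 over 8 measured members (percentile 100), and 5 were over 1.5-fold higher, against 4 in the deposited values. EPHA2, SPRY4, PHLDA1 and DUSP6 had 1.49 (0.88 in the deposited values), 1.43, 1.25 and 0.81, while ETV4, ETV5 and CCND1 had -0.16, -0.02 and -0.14. Without members of the immediate early list and genes named among the largest differences, the 6 left had a median of 0.38 (percentile 99.82). Genes of amino acid supply controlled by ATF4 had a median of 0.11 over 15 members (percentile 97.4, next to the upper limit), with 13 of 15 above 0. Of these CTH at 0.70 was over 1.5-fold, and it had 0.30 in the deposited values.

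Increases reached further than decreases, with 94 genes over 2-fold higher and 47 lower, and 46 and 8 in the deposited values. Noise of single probes is argued against, since 79.2% of the second probes of 24 genes over 2-fold higher were over 1.5-fold higher, against 4.10% for other genes. Normalization and background correction are argued against as the whole cause. The ratio of higher to lower genes was 2 in the main values, and settings that change these steps gave 2.16 to 6.57. The size of the ratio therefore depended on the background correction. The lowest ratio over all settings, 1.65, came from changes to the filter on dim probes, which leave these steps as they were. Near the background a gene has less room to fall than to rise, but among 7682 genes with room for a 4-fold decrease around their mean the ratio was still 2.12. A difference between the cultures other than berberine stays open.

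Immediate early genes were higher in the treated culture, and probe noise is argued against by a median of 1.31 over the second probes of 7 members. Fibroblasts in the culture are argued against, since 0 of 10 fibroblast markers were detected on the berberine array at a p under 0.01, and although 2 were at 0.05 (1 in control), the brightest had an intensity of 144 against a background of 121.5. A wider response of SRF target genes is a candidate explanation. After genes counted as seen before the list was written were left out, 12 actin cytoskeleton genes had a median of 0.34, at percentile 100. TPM1, among these 12, was in a list fixed in advance, so its value of 0.19 was already at hand. The actin list was also written after related genes were seen to be higher on the same arrays, so it is not independent evidence. YAP targets, which include CCN1, CCN2 and ANKRD1, stay open. All 13 measured members had a median of 0.23 (percentile 99.41), with 6 over 1.5-fold higher (4 in the deposited values) and 0 lower. The 9 not seen before had 0.01 at percentile 57.78, which leaves out the largest differences and excludes nothing. Both medians leave out THBS1 and NUAK2, list members detected on the berberine array only. They were at least 7.87-fold and 4.23-fold higher, and at least 3.12-fold and 2.00-fold in the deposited values. Handling of the cultures, such as movement or a medium change, can also induce immediate early genes, and with 1 array per group it cannot be told apart from berberine.

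The detected DIDO1 probes moved in opposite directions, with a gap of 2.19 on the log2 scale, though the increase was 1.25-fold in the deposited values. Ordinary probe noise is argued against, as the gap was 5.4 SD of the gaps of 588 other genes of like brightness, and it ranked 3 among 2193 genes, although the study picked DIDO1 for its decrease on these arrays, which favours extreme probes. Transcript forms that respond differently may account for the gap, but with 1 detected probe per form, form and probe cannot be told apart. NEDD9 and CCDC93 also had a first and second probe over 1.5-fold in opposite directions, with 1.77 and -0.84 for NEDD9 and -0.75 and 1.11 for CCDC93. Both CCDC93 probes are annotated to the same transcript, and NEDD9 probes of one transcript also moved both ways, at -0.84 and 1.22, so probes can disagree without a difference in annotated form.

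MAT2A on the array was 1.73-fold lower at 4 h. That is a smaller decrease than the value by quantitative RT-PCR quoted from the study above, which is another assay.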
